A study of Danio rerio with 11 samples. Its data were reported in "An injury-induced serotonergic neuron subpopulation contributes to axon regrowth and function restoration after spinal cord injury in zebrafish" (2021).

How the data were processed

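The data are bulk RNA sequencing libraries of ISNs sorted by fluorescence from the spinal cord of Tg(tph2:GFP) zebrafish, 6 from the injury segment and 5 from the distal segments, 6 to 8 weeks after injury. According to the study's methods, both kinds of segment were dissected from the same fish, RNA was prepared with a SMART-Seq v4 low-input kit, paired-end reads were mapped to the zebrafish genome with Hisat2, and neither the version of the mapper nor the genome build is stated. The deposited table gives FPKM, which the authors calculated from the length of each gene and the reads mapped to it, with no filter on genes and no stated scaling between libraries. The authors tested differences with DESeq and called genes by an unadjusted p-value; that model needs counts and was not refitted here. All columns of the table belong to the 11 libraries.

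The table lists 39714 gene IDs, of which 32520 are Ensembl IDs and 7194 have IDs outside Ensembl. A reference of gene names, joined on the Ensembl ID, gave a symbol for 29201. Because FPKM is a whole number of fragments divided by a gene length and a library total, the totals and the fragments per gene were recovered from the values themselves. All 11 totals came out within 8.03e-05 of a whole number. For each of the 29512 genes with a value, a whole length was found that gives whole fragments in every library. The smallest such length was taken. For genes seen in fewer than 3 libraries some length is nearly always found, so their fragments are not checked by this. Tested on simulated data, the recovery returned all 11 totals exactly and 99.2% of the fragment counts of genes seen in 3 or more libraries. Totals were 18660295, 19709661, 16340206, 16968921, 14215980 and 16951780 fragments in injury replicates 1 to 6, and 19506444, 16800808, 18401526, 14740454 and 17848439 in distal replicates 1 to 5. An FPKM of 0 stands for 0 fragments. Such kits amplify cDNA, and the copies are not independent molecules, so depth bounds the counting error only.

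The groups, the tests, the gene lists, the rule for naming genes and most alternatives were set before the data were examined. There is 1 contrast, injury segment against distal segments. Genes with a mean of at least 0.1 FPKM over the 11 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment over the genes tested. The fit was tested on simulated data with 200 changed genes. Single values, list scores and genes of the study's lists were compared with exact permutation tests over the 462 splits of 11 libraries into 6 and 5, two-sided unless said otherwise, in which the smallest possible p is 0.00216. On simulated data 5.2% of 2000 unchanged genes had an exact p under 0.05, and 199 of 200 genes shifted by 3 SD were found. Relations across the 11 libraries used 100000 permutations, and those across the 6 injury libraries all pairings. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

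The genes named are those of the lists, and, from the limma fit, the 5 genes in each direction with the largest change among those with an adjusted p under 0.05 and groups that do not overlap. Where fewer than 5 passed, the 5 with the smallest unadjusted p in that direction were taken, which applied to both directions. Any other gene named is said to have been singled out after its values were seen. Lists were matched to symbols exactly, or without the paralog letter where the reference gives a mammalian form of the symbol. Lists taken from the study held serotonergic identity genes and genes displayed as differing; where a symbol had 2 IDs, the gene was left out of the counts and its IDs are given separately. The other lists were markers of myelinating oligodendrocytes, ependymo-radial glia, microglia and macrophages, endothelium, erythrocytes, fibroblasts and pericytes, cerebrospinal fluid-contacting neurons, glutamatergic, GABAergic and glycinergic, cholinergic motor and pan-neuronal genes, and genes of axon regeneration, immediate early response, proliferation, 5-HT receptors, hox paralog groups 1 to 8 and hox paralog groups 9 to 13. The vesicular transporter slc17a6a of the glutamatergic list and slc18a3a of the cholinergic list were also picked by the study from these libraries. The GABAergic list shares gad1b and slc32a1 with that of cerebrospinal fluid-contacting neurons.

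Alternatives for the limma counts were pseudocounts of 0.1 and 0.01, no filter, a mean of at least 1 FPKM, rescaling each library to a sum of 1000000 or by its median ratio, quantile normalization, array weights, a robust prior, a prior without trend and the replicate number as a block. Added after the data were seen were the number of genes detected as a covariate, a mean of at least 10 FPKM and voom on the recovered fragments. For the exact tests the pseudocounts and scalings were varied, for lists also fry of limma, for similarity Spearman's correlation, and for all-or-none genes the detection limit and the number of libraries. Each of the 11 libraries was left out in turn for every count and score. Counts of genes were also set against the same counts in 100 splits of the libraries into 6 and 5, the real one included, drawn with a fixed seed from the 462 possible. A sample lying far from the other libraries of its group was found with Dixon's test. Positions in the genome and GC content were not analysed, since the table holds no coordinates or sequence, and neither was gene length bias.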

Results

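The series holds bulk RNA sequencing of intraspinal serotonergic neurons (ISNs), the serotonin-producing cells that lie within the spinal cord itself. They came from Tg(tph2:GFP) zebrafish, where green fluorescent protein marks these cells, and were sorted by fluorescence 6 to 8 weeks after a spinal cord injury. Of the 11 libraries, 6 came from the injury segment and 5 from the distal segments of the cord. The deposited values are FPKM (fragments per kilobase of gene and per 1000000 mapped fragments), calculated by the authors, for 39714 gene IDs. Of these IDs, 29512 were above 0 in at least 1 library, 10202 were listed at 0 in all of them and 2287 were above 0 in every library. The genome build is not stated and the table holds no coordinates, so genes are given by symbol and ID alone. Log2 values below are of FPKM plus 1, a scale that understates changes of genes with low values.

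The number of fragments on genes behind each library's FPKM values ran from 14215980 to 19709661, a ratio of 1.39. The mean was 17141140 ± 1906237 fragments (SD, n = 6) at the injury and 17459534 ± 1806637 (SD, n = 5) in the distal segments, which differed by less than the spread between libraries (exact two-sided permutation p 0.775). The share of a library's summed FPKM on its 100 highest genes lay between 44.0% and 63.8% and did not differ between the groups (exact two-sided permutation p 0.424). Mitochondrial genes took between 4.65% and 23.2% of the summed FPKM (exact two-sided permutation p 0.301 between the groups).

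A comparison of genes detected asks whether the libraries of both groups sample the transcriptome equally well, which bears on each gene described as present in one group and absent from the other. The libraries differed far more in this than in depth. Genes with an FPKM of at least 1 numbered 14289, 5443, 4530, 8808, 16019 and 15362 in injury replicates 1 to 6, and 10734, 8448, 11600, 9808 and 14208 in distal replicates 1 to 5, so that the highest number was 3.54 times the lowest. The means were 10742 ± 5142 (SD, n = 6) and 10960 ± 2159 (SD, n = 5), a difference of -218 genes (exact two-sided permutation p 0.922). Leaving out 1 library moved that difference most for injury replicate 3, to 1025 genes, and for injury replicate 2, to 842 genes. It was -1273 genes without injury replicate 5, and its sign also turned without injury replicate 4 (169 genes) or distal replicate 5 (594 genes).

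Genes that nearly every cell uses were also listed at 0. Of 123 IDs of proteasome, respiratory complex I, RNA polymerase II, eIF3 and spliceosome subunits, 49.6% were at 0 in injury replicate 3, 23.6% in injury replicate 2 and 14.6% in distal replicate 2, against 1.63% to 8.13% in the other 8 libraries. Across the 11 libraries this share fell with the number of genes detected (Pearson's r -0.818, permutation p 1e-05, the smallest that 100000 permutations can give; Spearman's rho -0.945, permutation p 4e-05; r -0.852 without injury replicates 3 and 2). The number of genes detected was not related to depth (r -0.186, permutation p 0.580; rho -0.10, permutation p 0.776; r 0.411 without injury replicates 5 and 2). Its relation to the share of the 100 highest genes was also weak (r -0.380, permutation p 0.247; rho -0.364, permutation p 0.272; r -0.516 without injury replicate 4 and distal replicate 3). In all, 6 relations across libraries were computed, and the Benjamini-Hochberg values of these 3 were 3e-05, 0.580 and 0.297 for r, and 0.00024, 0.776 and 0.326 for rho. All tests of relations were two-sided.

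**Figure D1:**
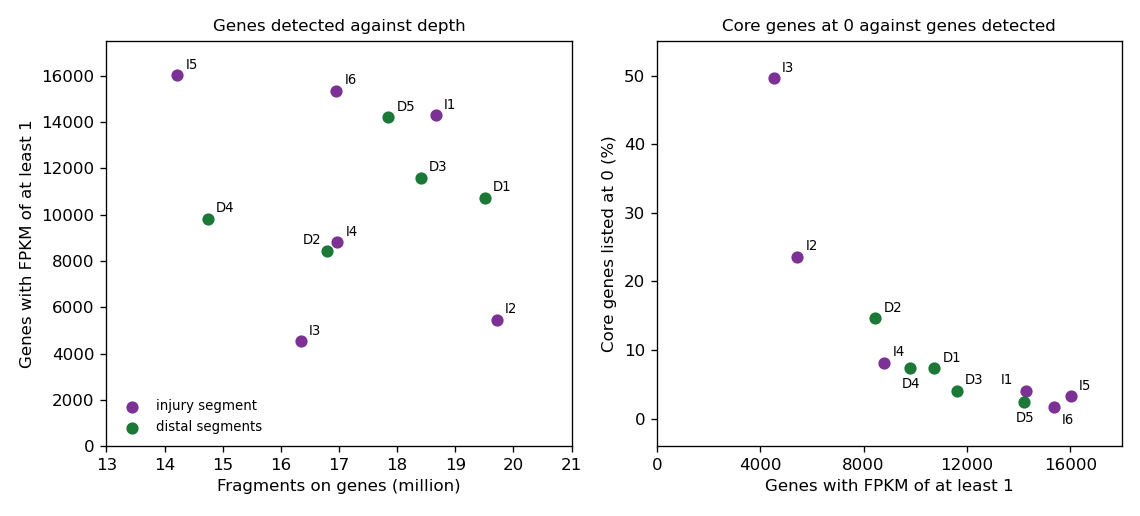
Genes with an FPKM of at least 1 against fragments on genes in units of 1000000 (left), and the percentage of 123 core gene IDs listed at 0 against genes with an FPKM of at least 1 (right), with 1 point per library (I, injury segment; D, distal segments). Injury replicates 2 and 3 detected 5443 and 4530 genes at 19709661 and 16340206 fragments, and injury replicate 3 had 49.6% of the core genes at 0.

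The similarity of libraries asks whether libraries of a group resemble each other more than those of the other group. The mean Pearson correlation across the 24178 genes tested was 0.679 between libraries of the same group and 0.679 between libraries of different groups, a difference of -0.000627 (exact one-sided permutation p 0.413). It was 0.661 within the injury segment and 0.705 within the distal segments. With genes of a mean of at least 1 FPKM the difference turned to 0.00299, and it lay between 0.00135 and 0.00583 when any 1 injury replicate was left out; without distal replicate 2 it was -0.0114. The first principal component held 24.5% of the variance and followed the number of genes detected (r 0.916, permutation p 1e-05; rho 0.927, permutation p 0.00017; r 0.912 without injury replicates 3 and 2), with Benjamini-Hochberg values of 3e-05 and 0.00051. This also held within the injury segment (r 0.962, exact permutation p 0.00278; rho 0.943, exact permutation p 0.0167, n = 6; r 0.988 without the 2 libraries farthest from the median), with values of 0.00556 and 0.0333. The groups did not separate on it (exact two-sided permutation p 0.407).

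The main comparison asks which genes differ between ISNs at the injury and ISNs in the distal segments. Of the 24178 genes tested with limma, 0 had an adjusted p under 0.05, and the lowest adjusted p was 0.525. At an unadjusted p under 0.05, 649 genes differed, 159 higher and 490 lower at the injury, where 5% of the genes tested would be 1208.9. The alternative that moved the adjusted count most, limma voom on the fragments behind the values, was added after the data were seen and gave 3 genes, with 1183 at an unadjusted p under 0.05. The split into higher and lower depended on scaling and on single libraries. Of the genes at an unadjusted p under 0.05, 24.5% were higher at the injury as deposited, against 40.4% after quantile normalization (315 higher and 464 lower). The share was 52.2% without injury replicate 3 (386 higher and 353 lower) and 50.5% without injury replicate 2 (343 higher and 336 lower). With log2 changes of 1, 2, 3 and 4 put into 200 genes of simulated data built on these libraries, the same fit recovered 0, 3, 57 and 80 genes at an adjusted p under 0.05 and 33, 81, 122 and 140 at an unadjusted p under 0.05. The changed genes were drawn from those with a mean of at least 10 FPKM, so lower genes are not covered. Values of 0 stayed at 0. Among changed genes above 0 in all libraries, 57 of 71 were recovered at a change of 4 and 0 of 63 at 1 (limma adjusted p under 0.05).

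The genes with the smallest unadjusted p in each direction all failed the correction. Higher at the injury were ENSDARG00000112970 (no symbol in the reference of gene names), by 4.31 ± 0.87 on the log2 scale (SE, n = 6 and 5; limma adjusted p 0.525), and il13 (ENSDARG00000077809), by 3.20 ± 0.79 (SE; limma adjusted p 0.838). The remaining 3 were hpxb (ENSDARG00000051912, 2.72 ± 0.67), Novel00029 (3.70 ± 1.01) and ifi27.1 (ENSDARG00000017489, 2.57 ± 0.72), each with a limma adjusted p of 0.838. ENSDARG00000112970 had 8.83 to 66.2 FPKM in the 6 injury libraries and 1.08 FPKM in distal replicate 3, and was listed at 0 in the other 4 distal libraries. For il13, 6 of 6 injury libraries, at 161 to 435 FPKM, lay above all 5 distal libraries, at 1.29 to 110 FPKM. Lower at the injury were USH1C (ENSDARG00000051876), by -4.15 ± 0.85 (SE; limma adjusted p 0.525), and mbpa (ENSDARG00000036186), by -4.54 ± 1.04 (SE; limma adjusted p 0.838). The other 3 were si:dkey-206p8.1 (ENSDARG00000096971, -4.09 ± 0.90), chgb (ENSDARG00000076500, -1.88 ± 0.45) and ESPN (ENSDARG00000076414, -3.68 ± 0.89), each with a limma adjusted p of 0.838. USH1C had 7.75 to 31.8 FPKM in the 5 distal libraries and 0.354 FPKM in injury replicate 5, and was listed at 0 in the other 5 injury libraries. For chgb, 6 of 6 injury libraries, at 125.3 to 997 FPKM, lay below all 5 distal libraries, at 1068 to 1474 FPKM. The values of mbpa overlapped, with 0 to 234 FPKM at the injury and 129 to 531 FPKM in the distal segments, and the score of the other 7 IDs of the oligodendrocyte list did not differ (exact two-sided permutation p 0.563). Without a trend in the variance prior, USH1C and ENSDARG00000112970 passed, with limma adjusted p of 0.00449 and 0.0150; over all alternatives their adjusted p lay between 0.00162 and 0.904 and between 0.0150 and 0.909.

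**Figure D2:**
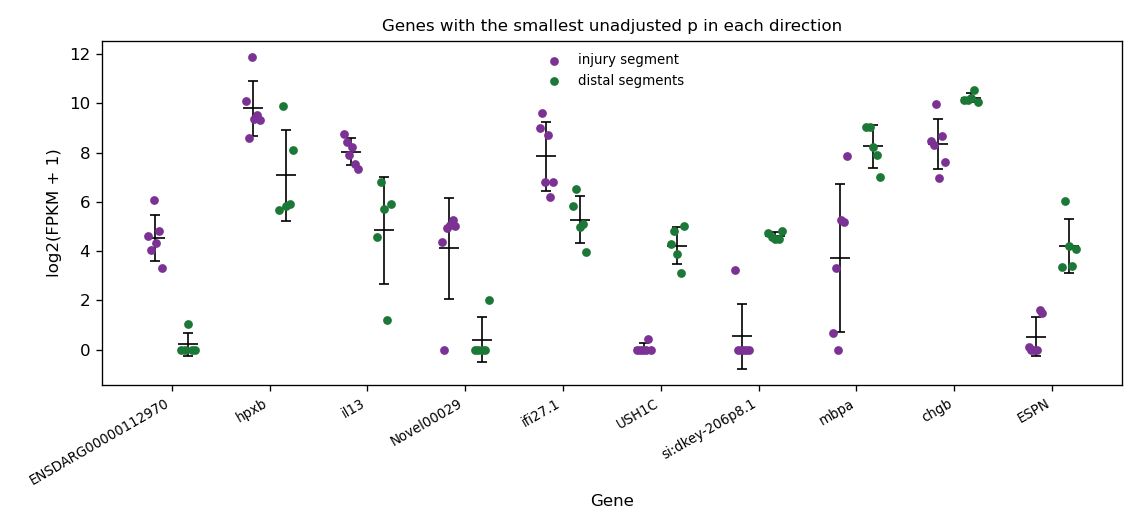
Log2(FPKM + 1) of the 5 genes with the smallest unadjusted p in each direction, with 1 point per library (6 injury, 5 distal) and bars for the mean and SD of each group. ENSDARG00000112970, il13, USH1C, si:dkey-206p8.1, chgb and ESPN have groups that do not overlap, and the highest injury point of mbpa (234 FPKM) lies among the distal ones.

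All-or-none genes were compared because the study described transcription factors present in one population and absent from the other. Genes above 0 in at least 4 libraries of one group and listed at 0 in every library of the other numbered 118, of which 103 were detected at the injury and 15 in the distal segments. The rule asks for 4 of 6 injury libraries but for 4 of 5 distal ones. It is easier to meet for the larger group, so 103 and 15 do not compare on equal terms. The total in 100 splits of the 11 libraries, the real one included, had a median of 81.5 and ran from 42 to 634. The number depended most on the definition and on single libraries. It was 238 when the other group only had to stay below 0.1 FPKM, 24 with at least 1 FPKM in at least 4 libraries, and 0 when every library of a group had to be above 0. It was 38 without injury replicate 6, of which 30 were in the distal segments, and 275 without distal replicate 5, of which 274 were at the injury. It also moved by more than 1.5 times without injury replicate 1 (51), injury replicate 4 (47), injury replicate 5 (54) or distal replicate 3 (203). The count of the distal segments fell to 1 without distal replicate 1, 4 or 5. It was 4 without distal replicate 3 and 8 without distal replicate 2. In these comparisons every distal library left had to be above 0. None of the genes that the study displayed as differing was among the 118. Singled out after their values were seen, 4 hox IDs were among the 15 of the distal segments. They were ENSDARG00000070351 (HOXC11), ENSDARG00000070352 (HOXC12), ENSDARG00000059267 (HOXD11) and ENSDARG00000104162 (HOXA11). Other IDs of the same symbols were above 0 at the injury. ENSDARG00000007009 (HOXA11) had 6.51, 2.40 and 6.03 FPKM in injury replicates 1, 5 and 6, and ENSDARG00000103133 (HOXC12) had 2.48 FPKM in injury replicate 6.

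The genes that the study displayed as differing (transcription factors, neurite growth, transporters and ion channels) were compared next, to ask how far each library carries them. The lists held 23 genes, of which 17 matched a single ID, 5 shared a symbol with a second ID and her6 had no match. Of the 17, 14 had a higher mean at the injury and 3 (foxa2, tfap2a and slitrk3b) a lower one. None passed an exact two-sided permutation p of 0.05, and 0 did when adjusted over the list alone, where the lowest value was 0.309. For 13 of the 17 this was fixed beforehand: with so many values at 0, the smallest exact two-sided permutation p that any split gives in the direction observed lay between 0.0606 and 0.455. For these 13 the test decides nothing, and only fezf2, brsk1a, slitrk3b and cacna1ia could have passed. The study itself called genes by the unadjusted p of a count model. In the limma fit, fezf2 alone of the 17 had an unadjusted p under 0.05 (limma p 0.0399, limma adjusted p 0.838). The study chose these genes on these same samples, so the list is not independent evidence. Under the 4 alternatives of pseudocount and scaling the count was also 0. It was 2 without injury replicate 3 (fezf2 and cacna1ia) and 1 without injury replicate 2 (cacna1ia), injury replicate 4 (fezf2), distal replicate 1 or distal replicate 4 (tfap2a in both).

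The smallest p of that list belonged to fezf2 (ENSDARG00000070677), with 6.61, 19.05, 0, 0, 5.01 and 1.35 FPKM in injury replicates 1 to 6, 0.147 FPKM in distal replicate 1 and a listing at 0 in the other distal libraries (difference 1.81 on the log2 scale, exact two-sided permutation p 0.0606). With the same p, tfap2a (ENSDARG00000059279) was listed at 0 in all injury libraries and had 0, 1.57, 0.342, 0 and 5.57 FPKM in distal replicates 1 to 5 (difference -0.90, and -0.45 without distal replicate 5). For cacna1ia (ENSDARG00000070522) the injury libraries had 1.59, 0, 0, 4.87, 3.39 and 0.678 FPKM, and the distal ones at most 0.134 FPKM (difference 1.09, exact two-sided permutation p 0.0736). Of the 14 genes higher at the injury, 8 were listed at 0 in all distal libraries. None of the 14 was above 0 in more than 4 of the 6 injury libraries: 4 were above 0 in 2 of them, 6 in 3 and 4 in 4. Injury replicates 1 to 6 held 11, 1, 2, 3, 12 and 13 of the 14 above 0, and distal replicates 1 to 5 held 1, 1, 3, 1 and 1. Over the 6 injury libraries that number rose with the number of genes detected (r 0.973, exact permutation p 0.0139; rho 0.886, exact permutation p 0.0333; r 0.984 without the 2 libraries farthest from the median), with Benjamini-Hochberg values of 0.0208 and 0.05 over the 6 relations. Both pnocb (20.7 and 40.6 FPKM) and scn1laa (2.21 and 2.43 FPKM) were above 0 in injury replicates 5 and 6 alone, each with an exact two-sided permutation p of 0.455.

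Each of the 5 genes with a second ID was matched through a symbol without the paralog letter, so its IDs may belong to different paralogs. The IDs matched to gpm6bb went opposite ways. ENSDARG00000001676 had 10.4, 26.7, 0, 0, 8.89 and 2.21 FPKM in injury replicates 1 to 6 and 0.111 FPKM in distal replicate 5 alone (difference 2.19, exact two-sided permutation p 0.0606, unadjusted limma p 0.0256). ENSDARG00000005739 was lower at the injury (difference -2.38, exact two-sided permutation p 0.0130, unadjusted limma p 0.0155, neither corrected for the number of genes). The reference of gene names gives both the same symbol, so which of them is gpm6bb is not settled. For isl2a, ENSDARG00000003971 was listed at 0 in all injury libraries and in distal replicates 1 and 2, and had 1.26, 5.59 and 1.76 FPKM in distal replicates 3 to 5. Its difference was -1.07 (exact two-sided permutation p 0.0606, the smallest that these values allow, and unadjusted limma p 0.0402). The other ID, ENSDARG00000053499, had 0.0771 FPKM in distal replicate 5 alone. The IDs matched to slc17a6a also went opposite ways, ENSDARG00000001127 by 0.62 (exact two-sided permutation p 0.182) and ENSDARG00000041150 by -0.13 (exact two-sided permutation p 0.773). Both were also matched to slc17a6b of the glutamatergic list, so which of them is slc17a6a is not settled. For slc18a3a the difference was 0.86 (exact two-sided permutation p 0.379) at ENSDARG00000006356, and ENSDARG00000107527 was listed at 0 in all libraries. For cacng7b, ENSDARG00000070624 had 5.27 and 7.17 FPKM in injury replicates 5 and 6 alone, and ENSDARG00000063006 had 0.46 FPKM in injury replicate 5 alone.

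**Figure D3:**
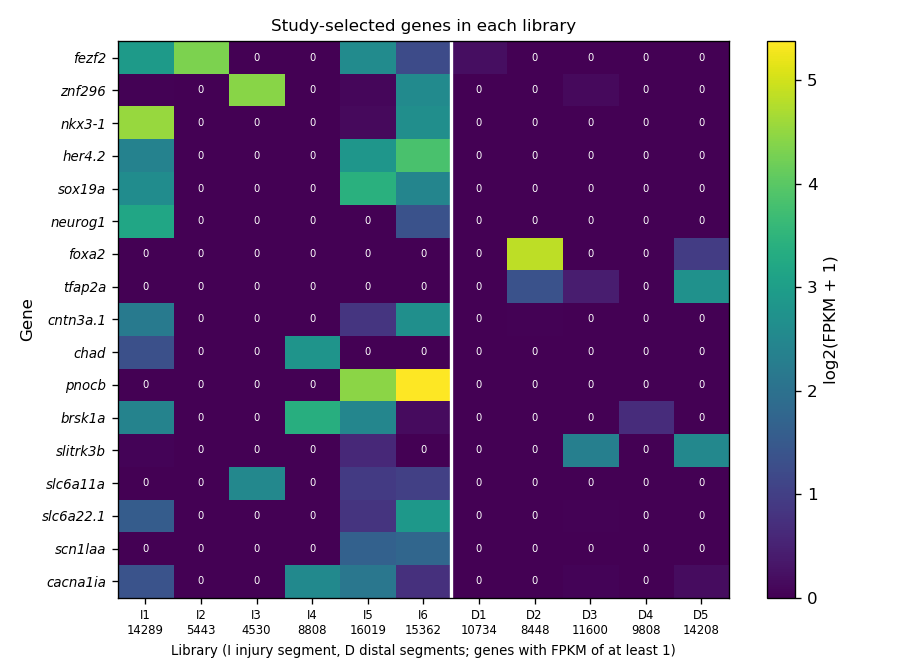
Log2(FPKM + 1) of the 17 study-selected genes with a single ID (vertical axis) in the 11 libraries (horizontal axis, I for the injury segment and D for the distal segments, with the number of genes of at least 1 FPKM under each), where cells marked 0 are listed at 0. Injury replicates 2, 3 and 4 hold 1, 2 and 3 of the 14 genes that were higher at the injury, and injury replicates 1, 5 and 6 hold 11, 12 and 13.

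Genes of serotonergic identity were compared because the study described them as shared by both populations. Of 9 genes with a single ID, 8 were above 0 in all 11 libraries; the exception was slc6a4b, with 1.101 FPKM in injury replicate 5 and at most 4.32 FPKM in the distal libraries. At tph2 (ENSDARG00000057239) the libraries had 1590 to 5396 FPKM at the injury and 1462 to 6042 FPKM in the distal segments (difference -0.35, exact two-sided permutation p 0.424). At fev (ENSDARG00000009242) they had 1450 to 3304 FPKM and 1103 to 3111 FPKM (difference 0.09, exact two-sided permutation p 0.701). For 1 of the 9, gch1 (ENSDARG00000070453), the exact two-sided permutation p was under 0.05, at 0.0303 (790 ± 235 FPKM, SD, n = 6, against 531 ± 146 FPKM, SD, n = 5; difference 0.58), and 0 were when adjusted over the list alone, where gch1 had 0.273. The study displayed these genes, known markers of serotonergic cells, from the same samples. The call on gch1 was lost after rescaling each library to a sum of 1000000 or by its median ratio (exact two-sided permutation p 0.0563 and 0.0671). It was also lost without injury replicate 1, 4, 5 or 6 (exact two-sided permutation p 0.0635 each) and without distal replicate 1 (exact two-sided permutation p 0.0571) or 2 (exact two-sided permutation p 0.10, difference 0.38). The other 8 genes had exact two-sided permutation p of 0.264 or more. For lmx1bb, the reference gives 2 IDs the symbol LMX1B, so which of them is lmx1bb is not settled. The differences were -0.18 at ENSDARG00000068365 (exact two-sided permutation p 0.537) and -1.71 at ENSDARG00000104815 (exact two-sided permutation p 0.188).

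Scores of 17 gene lists, each the mean log2 value of its genes, were compared to ask whether the groups differ in RNA of other cell types, in programmes of regeneration or in position along the body. None passed a Benjamini-Hochberg value of 0.05 over the 17 lists, where the lowest was 0.691, and 0 passed at an unadjusted exact p of 0.05. Of the other scalings and tests, median ratio scaling moved this most, with an exact two-sided permutation p of 0.0498 for immediate early response genes and a lowest Benjamini-Hochberg value of 0.497. With fry of limma the same list had an unadjusted p of 0.0467, and the lowest adjusted p was 0.517. Under fry 5-HT receptors were lower at the injury (unadjusted p 0.837), opposite to their score, and the other lists kept their direction. The differences between injury and distal segments, with exact two-sided permutation p, were -1.05 (p 0.271) for myelinating oligodendrocytes, 0.55 (p 0.366) for ependymo-radial glia, -0.22 (p 0.626) for microglia and macrophages and -0.19 (p 0.173) for endothelium. They were 0.27 (exact p 0.338) for erythrocytes and 0.06 (exact p 0.894) for fibroblasts and pericytes. Among lists of neurons they were 0.81 (exact p 0.450) for cerebrospinal fluid-contacting neurons, 0.12 (exact p 0.524) for glutamatergic, 0.44 (exact p 0.301) for GABAergic and glycinergic, 0.37 (exact p 0.182) for cholinergic motor and 0.15 (exact p 0.667) for pan-neuronal genes. The difference was 0.09 (exact p 0.732) for axon regeneration, -0.56 (exact p 0.117) for immediate early response, -0.07 (exact p 0.682) for proliferation and 0.08 (exact p 0.660) for 5-HT receptors. For hox paralog groups it was -0.34 (exact p 0.325) in groups 1 to 8 and -0.87 (exact p 0.0584) in groups 9 to 13.

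Single libraries carried several of these list differences. Without injury replicate 6 the difference was -1.74 for myelinating oligodendrocytes (exact two-sided permutation p 0.0159) and -0.27 for endothelium (exact two-sided permutation p 0.0317), each with a Benjamini-Hochberg value of 0.270. Without the same library it fell to 0.24 for ependymo-radial glia, 0.12 for erythrocytes, 0.15 for cerebrospinal fluid-contacting, 0.03 for glutamatergic, 0.18 for GABAergic and glycinergic and 0.23 for cholinergic motor neurons. With another library left out, these differences rose to at most 0.82, 0.39, 1.08, 0.22, 0.60 and 0.45, in the same order. Without distal replicate 2 the difference was -0.12 for endothelium and -1.24 for hox paralog groups 9 to 13 (exact two-sided permutation p 0.00476, Benjamini-Hochberg value 0.0810). Without injury replicate 4 it was -0.18 for hox paralog groups 1 to 8. The sign turned for microglia and macrophages without distal replicate 3 (0.15), for fibroblasts and pericytes without distal replicate 4 (-0.13) or injury replicate 1 (-0.0326), 4 (-0.0208) or 6 (-0.0126), for pan-neuronal genes without injury replicate 5 (-0.0298), for axon regeneration without distal replicate 1 (-0.0425) or 4 (-0.0198), for proliferation without injury replicate 3 (0.0384) and for 5-HT receptors without distal replicate 2 (-0.0479).

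Within the last of the hox lists, the 14 IDs of paralog groups 11 to 13 were examined separately, a division chosen after the values were seen. Their score was 0.13 ± 0.15 (SD, n = 6) at the injury and 1.42 ± 0.73 (SD, n = 5) in the distal segments, a difference of -1.29 (exact two-sided permutation p 0.00649, not corrected for having been singled out). It stayed between -1.59 and -1.12 when 1 library was left out, with exact two-sided permutation p from 0.00476 to 0.0238, and was -1.25 after median ratio scaling and -1.42 after rescaling to a sum of 1000000. Of the 14 IDs, injury replicates 1 to 6 had 2, 0, 0, 0, 1 and 2 at 1 FPKM or more, and distal replicates 1 to 5 had 7, 1, 9, 5 and 7. Of these IDs, 7 were listed at 0 in all injury libraries and above 0 in a distal one, and 1 was listed at 0 in all distal libraries and above 0 in an injury one. The difference was -0.21 (exact two-sided permutation p 0.740) in the 9 IDs of groups 9 and 10. Neither the labels nor the study's methods for sorting give the position of the distal segments along the cord.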

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

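All tests in this part were chosen only after the results they bear on had been seen. Dixon's test was applied to 86 sets of values, each of 1 group of libraries (measures of the libraries, list scores, genes of the study's identity list and the genes named from the limma fit), and in 16 of them 1 library lay farther from the others of its group than 95% of random draws would put it, where chance gives 4.3. The 86 sets are not independent, since lists and genes share libraries. In 6 of the 16 every other library of the group was listed at 0, so that any value above 0 stands apart. The design gives no biological difference between libraries of a group, and no biological explanation was tested for any of the 16.

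In injury replicate 6 the score of myelinating oligodendrocyte genes was 5.07, where the next injury library had 1.68, and that of microglia and macrophage genes was 2.30, where the next had 0.603. Its most abundant genes of these lists were mbpa (234 FPKM), plp1b (172 FPKM), mpz (159 FPKM), mbpb (116 FPKM) and cldnk (65.1 FPKM), and cd74a (236 FPKM), apoeb (94.6 FPKM) and cd74b (52.4 FPKM). Depth argues for neither, since this library had 16951780 fragments, near the mean of its group. RNA from cells other than ISNs is a candidate explanation. In the same library 6 of the 7 IDs of the list of cerebrospinal fluid-contacting neurons were at 1 FPKM or more. Its scores for ependymo-radial glia (4.38) and erythrocytes (1.26) were the highest of all libraries. So were those for GABAergic and glycinergic (2.98), glutamatergic (0.735) and cholinergic motor neurons (1.08). Several lists of other cells were thus high there together, but endothelium and fibroblasts and pericytes were higher in other libraries. Injury replicate 6 also detected many genes, 15362. A more complete capture of transcripts would give high scores in other libraries with as many, but in injury replicates 5 and 1 and distal replicate 5, with 16019, 14289 and 14208 genes, the highest scores were 2.33 for oligodendrocytes and 0.603 for microglia and macrophages, lower by more than the SD over the other 10 libraries (1.22 and 0.706). Capture alone does not account for either score.

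In distal replicate 5 the score of cholinergic motor neuron genes was 0.0209, and the other 4 distal libraries were at 0. That score stems from 0.0507 FPKM of chata and 0.0233 FPKM of slc18a3a, near the floor of detection. Distal replicate 5 detected the most genes of the distal libraries, at 14208. For slc6a4b the log2 value of 1.07 in injury replicate 5 stood apart from 0 in the other 5, and that of 2.41 in distal replicate 4 from at most 0.66 in the other distal libraries. For ENSDARG00000112970 the value of 1.06 in distal replicate 3, for Novel00029 that of 2.03 in distal replicate 5, for USH1C that of 0.44 in injury replicate 5 and for si:dkey-206p8.1 that of 3.25 in injury replicate 1 stood apart from 0 in the rest of their group. For Novel00029 the value of 0 in injury replicate 2 stood apart from 4.37 or more in the other injury libraries. Drop-out of transcripts, which grows as fewer genes are detected (r -0.818 of core genes at 0 with genes detected), is a candidate explanation for Novel00029 in injury replicate 2, which listed 23.6% of core genes at 0. It explains slc6a4b less well, whose zeros lie in libraries with many genes detected as well as in those with few. A small share of RNA from other cells stays open for the rest, and no value held here decides on it.

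In injury replicate 3 the log2 value of gata2a was 9.24, above 7.82 in the next injury library, and that of fev was 10.5, below 11.3 in the next. In injury replicate 5 gata3 had a log2 value of 9.11, above 8.64 in the next. Injury replicate 3 listed 49.6% of the core genes at 0. Uneven amplification of few transcripts may move single genes either way in such a library. That was not tested gene by gene. Injury replicate 5 detected 16019 genes, and drop-out has no bearing on a high value there; its gap was 0.63 of the group's range, close to the limit of the test.

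In distal replicate 3 the log2 value of fev was 10.1, where the next distal library had 11.3, and that of slc18a2 was 6.69, where the next had 8.11. A lower share of serotonergic neurons among the sorted cells of this library is a candidate explanation. Of the 8 serotonergic identity genes above 0 in all libraries, 4 had their lowest distal value in this library, and 7 lay below the median of the other distal libraries. This was not decided, since the 8 genes include the 2 that drew attention and 1 library was set against 4. The ID with the symbol UCN3 (ENSDARG00000087241, singled out after its values were seen) was also low there, at 9470 FPKM against 19608 to 25831 FPKM in the other distal libraries. In the same library cd74a had 163 FPKM and apoeb 91.5 FPKM, so more RNA of other cells stays open as the other side of the same explanation.

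In distal replicate 2 the score of hox paralog groups 9 to 13 was 0.94, where the next distal library had 2.54. This library also stood alone on the third principal component, which held 12.9% of the variance, at -218 where the others lay between 3.03 and 58.7. It listed 14.6% of the core genes at 0, the most of the distal libraries. Drop-out of transcripts (r -0.818 of core genes at 0 with genes detected) is a candidate explanation of part of it. Injury replicate 3, with 49.6% of the core genes at 0, had a score of 1.04, the lowest at the injury, which goes with drop-out. Yet injury replicate 2, with 23.6% of the core genes at 0, had a score of 1.47. Moreover, the score of groups 1 to 8 was 3.31 in distal replicate 2, inside the range of 2.99 to 3.58 of the other distal libraries. Where along the cord the segments of this library were taken is in neither the labels nor the study's methods for sorting.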

How the results depend on the processing

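The number of genes detected as a covariate, the mean of at least 10 FPKM and voom were added after the data were seen. The count of 0 genes at an adjusted p under 0.05, with 649 at an unadjusted p under 0.05, was also 0 under 11 other pseudocounts, filters, scalings, weights and priors, the covariate among them, and in the 11 fits that each left out 1 library. The exceptions were 2 genes without a trend in the prior (USH1C and ENSDARG00000112970, unadjusted count 887) and 3 with voom on the fragments (USH1C at -8.85, chgb at -1.88 and UCN3 at -0.29, limma adjusted p 0.00162, 0.00162 and 4.6e-11). For UCN3 the main change was 0.22, of opposite sign, and its limma adjusted p 0.838. The cause was not tested in either case. The unadjusted count was 1130 with the covariate and 1183 with voom, for which the cause was not tested, and 259 with a mean of at least 10 FPKM, where 5687 genes were tested. It lay between 541 and 739 across the fits that each left out 1 library, and between 589 and 887 under the other alternatives. Each of the 10 genes named from the fit kept its direction under every alternative that tested it and with each library left out.

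With the replicate number as a block, over replicates 1 to 5 of both groups, 0 genes had an adjusted p under 0.05 and 675 an unadjusted p under 0.05, 120 higher and 555 lower. The mean difference was 0.60 against 0.75 for the study-selected genes and -0.10 against -0.15 for the serotonergic identity genes. The labels do not say whether libraries with the same number come from the same fish. The correlations of their residuals were 0.0523, 0.00531, -0.0465, -0.00212 and 0.133 for replicates 1 to 5, the last being the highest of all 25 pairs of an injury and a distal library, which neither shows nor excludes shared fish, so the numbers were not taken as pairs. Exact sign flips of 5 pairs cannot give a two-sided p under 0.05, so no count of calls under the block is given for the exact tests.

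For the study-selected genes, 13 of 17 of which could not pass, the count past an exact p of 0.05 was 0 under the pseudocounts and scalings and lay between 0 and 2 across the comparisons that left out 1 library. For the serotonergic identity genes it was 1, with pseudocounts of 0.1 and 0.01 also 1, and 0 after rescaling to a sum of 1000000 and after median ratio scaling. It lay between 0 and 1 when 1 library was left out, and the cause was not tested. All-or-none genes numbered 118, against 238 with the other group below 0.1 FPKM, a wider definition, 24 with at least 1 FPKM in at least 4 libraries and 0 with every library of the group above 0, which are narrower ones, and lay between 38 and 275 when 1 library was left out.

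The difference in genes detected was -133.6 with genes above 0 and -62.3 with genes of at least 0.1 FPKM, and lay between -1273 and 1025 when 1 library was left out. The difference in library similarity was 0.00299, of opposite sign, with a mean of at least 1 FPKM, and lay between -0.0114 and 0.00583 when 1 library was left out. No list passed after correction under any alternative; at an unadjusted p under 0.05 median ratio scaling gave 1 list (immediate early response, exact two-sided permutation p 0.0498) and fry 1. The score of proliferation genes turned to 0.0426 with a pseudocount of 0.1. When 1 library was left out the difference ran from -0.55 to 0.15 for microglia and macrophages, -0.13 to 0.22 for fibroblasts and pericytes, -0.0298 to 0.32 for pan-neuronal genes, -0.0425 to 0.29 for axon regeneration, -0.16 to 0.0384 for proliferation and -0.0479 to 0.14 for 5-HT receptors. None of these differences passed an exact two-sided permutation p of 0.05, and the cause of each turn was not tested.

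Genes of the study's lists were judged at an exact p of 0.05, genes named from the limma fit at their adjusted p and lists at their Benjamini-Hochberg value. By these measures 10 alternatives over 6 genes moved a value past the threshold, 8 moved gch1 back over it, 11 over 6 lists turned the sign, and 503 left direction and threshold as they were. Directions under fry, which turned for 5-HT receptors, are not part of these numbers. At an unadjusted exact two-sided permutation p of 0.05, the lists that also crossed were myelinating oligodendrocytes (0.0159) and endothelium (0.0317) without injury replicate 6 and hox paralog groups 9 to 13 without distal replicate 2 (0.00476). Depth did not order the libraries by genes detected, since those with 16340206 and 19709661 fragments detected the fewest. In injury replicates 2 and 3, where 23.6% and 49.6% of core genes were at 0, a listing at 0 does not show that a gene was absent from the cells.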

Other observations

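Apart from the counts of genes over splits of the libraries, all tests in this part were chosen only after the results they bear on had been seen.

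The number of genes detected varied by a ratio of 4.05 (genes above 0) between libraries whose depth varied by 1.39. When every library was thinned to 14190296 fragments, the ratio was 4.07, so depth does not account for it. With the 100 highest genes of each library removed before thinning, here to 6770956 fragments, the ratio was 4.11, so neither does a few genes taking most fragments. RNA of other cells adding genes to the libraries with many would leave the core genes equally rarely at 0 in all libraries, but 49.6% of them were at 0 in injury replicate 3. Drop-out of transcripts, from few cells, little RNA or uneven amplification, needs core genes to vanish where few genes are detected, and they did (r -0.818). It may therefore shape every comparison that rests on genes listed at 0. The number of cells behind each library is not given, so which of these sources acted stays open.

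The counts of genes at an unadjusted p and of all-or-none genes were within what other groupings of the same libraries give. The real split gave 0 genes at an adjusted p under 0.05 (649 at an unadjusted p under 0.05), which all 100 splits into 6 and 5 libraries, the real one included, must reach, so that this count decides nothing. For genes at an unadjusted p under 0.05, 40 of the 100 splits gave at least 649; the median was 556.5 and the range 328 to 2762. For all-or-none genes 33 of the 100 gave at least 118. With a looser definition, above 0 in at least 2 injury libraries and at 0 in every distal one, which 8 of the 14 study-selected genes higher at the injury meet, 2068 genes did so and 20 of the 100 splits gave as many, with a median of 1201.5 and a range of 203 to 3772. A difference between the populations is not excluded by this. In simulated data the fit recovered 80 of 200 genes changed by 4 on the log2 scale and 0 of 200 changed by 1 at an adjusted p under 0.05 (140 and 33 at an unadjusted p under 0.05). All of these had a mean of at least 10 FPKM, so the simulation does not cover genes with lower values.

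The study-selected genes higher at the injury were above 0 mainly in injury replicates 1, 5 and 6. Over the 6 injury libraries the number above 0 followed the number of genes detected (r 0.973, exact two-sided permutation p 0.0139). This is what drop-out of transcripts would give, and it may explain why none of the 14 was seen in 5 or more injury libraries. It leaves open why the 5 distal libraries held at most 3 of them, since distal replicate 5 detected 14208 genes, as many as injury replicate 1 with 14289, and held 1 of the 14 where injury replicate 1 held 11. However, the study chose these genes on these same libraries, and the 14 are those with a higher mean at the injury. That choice by itself favours low numbers in the distal libraries, so the comparison does not decide between explanations. A higher level in ISNs at the injury stays among the open explanations. Beyond these libraries, the study reported in situ hybridization of fezf2, her6, neurog1 and pnocb at an earlier time after injury. It described their expression as specific to ISNs at the injury and lacking in distal ISNs. For cacna1ia, it reported that a blocker of T-type calcium channels largely stopped calcium oscillations at varicosities of ISNs at the injury. That evidence was not re-examined here.

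Among genes at an unadjusted p under 0.05 more were lower than higher at the injury (490 against 159). A library with few genes detected lowers the mean of its group over many genes. Without injury replicate 3, which detected the fewest, the share of higher genes rose from 24.5% to 52.2%, and without injury replicate 2 to 50.5%. Without any other single library it lay between 15.0% and 39.4%. With the number of genes detected as a covariate 436 genes were higher and 694 lower (38.6%), and after median ratio scaling 22.6% were higher, so an excess of lower genes stayed under both. With voom the excess was smaller (535 higher and 648 lower). Few genes detected in these 2 libraries may thus account for part of the excess. Over 100 splits of the libraries, the real one included, the share ran from 0.615% to 94.0%, and it was as low as 24.5% in 29.

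The score of hox paralog groups 11 to 13 was lower at the injury by a log2 difference of -1.29. Drop-out of transcripts would lower groups 1 to 8 as well. The score of groups 11 to 13 minus that of groups 1 to 8 still differed between the groups (exact two-sided permutation p 0.0498, just under the threshold). That test was not repeated with single libraries left out. Injury replicates 1, 5 and 6, with 14289 to 16019 genes detected, had 2, 1 and 2 of the 14 IDs at 1 FPKM or more. Distal replicate 3 had 9, with 11600 genes detected. Drop-out alone is thus hard to reconcile with the lower score. A candidate explanation is the place of the segments along the cord, since these hox genes mark the caudal end of the body and the distal segments may lie farther caudal than the injury. No test of it was possible: the exact two-sided permutation p of 0.00649 for groups 11 to 13 restates the difference itself. The labels give no position. By the study's methods the cord was cut at a fixed segment counted from the brainstem; for the sorted cells they do not say on which side of it the distal segments lay, and for another assay rostral and caudal ones were mixed. Each injury library came from the injury site, so position and an effect of the injury cannot be told apart in these data. The division into groups 9 to 10 and 11 to 13 was made after the values were seen, which makes this a hypothesis.

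Lower mbpa at the injury may come from less RNA of myelinating oligodendrocytes in those libraries. The other 7 IDs of the list differed by -0.55 (exact two-sided permutation p 0.563), which neither shows nor excludes it: in distal replicate 4 mbpa had 237 FPKM while mbpb, plp1b and cldnk were listed at 0, whereas in injury replicate 6 mbpa had 234 FPKM together with 116 FPKM of mbpb, 172 FPKM of plp1b and 65.1 FPKM of cldnk. Drop-out in the libraries with few genes detected and the spread of these genes within each group keep it open.

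The neuropeptide genes urp1 and urp2 were high in injury replicates 5 (213 and 19.5 FPKM) and 6 (537 and 141 FPKM); elsewhere urp1 had 4.03 FPKM in distal replicate 5 and 0.51 FPKM in distal replicate 3, and both were listed at 0 in the rest. Both belong to the list of cerebrospinal fluid-contacting neurons. Of its 7 IDs, 6 were at 1 FPKM or more in injury replicate 6 and 6 in injury replicate 5, against at most 3 in any other library. RNA from such cells in these 2 libraries is in line with this, although 3 of the 7 IDs are also on the GABAergic list and both libraries detected many genes. The genes pnocb and scn1laa, which the study displayed, were above 0 in the same 2 libraries alone. In all, 162 genes had 1 FPKM or more in injury replicates 5 and 6 and 0 in the other 9, the most of the 55 pairs of libraries (median 6, next 72). A shared admixture of other cells may underlie this, but a large number of genes detected in both libraries would raise it too, and the values held here do not separate these. For pnocb, the study also reported an in situ hybridization signal in ISNs at the injury and none in distal ISNs. That is evidence from outside these libraries.

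Within the immediate early response list, ier2a (ENSDARG00000099195, singled out after its values were seen) was lower at the injury in 6 of 6 libraries, at 118 to 283 FPKM against 299 to 1017 FPKM in the 5 distal libraries (log2 difference -1.26, exact two-sided permutation p 0.00216, the smallest that this design allows and not corrected for the number of genes). MT-CO1 (ENSDARG00000063905) had 13035 ± 5648 FPKM (SD, n = 6) at the injury and 7190 ± 2978 FPKM (SD, n = 5) in the distal segments (log2 difference 0.85, exact two-sided permutation p 0.0519), and hsp70l (ENSDARG00000055723) reached 15569 FPKM in distal replicate 5, against 2623 to 7547 FPKM in the other 10 libraries; both were also singled out after their values were seen.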
